A study of Mus musculus with 8 samples. Its data were reported in "Hdac6 regulates Tip60-p400 function in stem cells" (2013).

How the data were processed

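Gene expression was measured in mouse E14 embryonic stem cells (ESCs), a feeder-free line derived from the early embryo, after lentiviral delivery of short hairpin RNAs for 72 hours. The 8 arrays fall into 4 groups of 2 biological replicates, lettered A and B in the labels: control KD (a hairpin against GFP, which these cells do not carry), Tip60 KD, Hdac6 KD and double KD. Tip60 is the acetyltransferase encoded by Kat5, and Hdac6 is a deacetylase. KD stands for knockdown.

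According to the authors' methods, total RNA was amplified to Cy3-labelled cRNA and hybridised to Agilent whole-genome mouse arrays of 1 colour, and spots were quantified with Feature Extraction (version 10.7.1.1 in the file headers). Per the file headers, the deposited scanner values are fluorescence intensity: a raw mean and median per spot, a local background, and a processed signal from which the software had subtracted a background and removed a spatial trend, with no scaling between arrays. The deposited series matrix holds log2 values. Each of its columns ranked the probes as that array's median signal did (Spearman rho 1 on all 8 arrays), and the columns had nearly equal distributions, so these log2 values were treated as quantile-normalised signal without background subtraction.

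The arrays carried 43020 spots of 39429 probes with 30175 gene names, and 399 probes were printed 10 times. Spots carrying an outlier mark were set to missing and the spots of a probe were averaged. No spot was saturated. RefSeq accessions gave a current symbol to 27234 probes, and the name in the files was kept for the others. Probe positions are those of the files, on mouse build mm9, and were given for 38798 probes. No genome sequence was used here.

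The processed signal of each array was divided by its 75th percentile, raised to a common floor and converted to log2. The floor was the highest, over the arrays, of the lowest signal that the software called well above background (0.153 of the percentile, or -2.71 on the log2 scale). This rule was set after the background values of the arrays had been seen and before any model was fitted, because the arrays differed in the background subtracted. A probe was kept where it was well above background and above the floor on at least 2 arrays, and each gene was represented by its probe of highest mean signal. This left 18024 genes, against 28508 before the floor was applied. Of all values, 8.82% lay at the floor, and 14072 genes lay above it on all 8 arrays. Log2 changes of genes with values at the floor depend on where it lies. Called probes of the same gene moved in opposite directions for 169 of 1079 genes with at least 2 called probes in Tip60 KD, 53 of 722 in Hdac6 KD and 61 of 855 in double KD.

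Differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with all 4 groups in one fit and no block, 2-sided, at a Benjamini-Hochberg adjusted p under 0.1. All adjusted p-values for single genes come from limma. The fit had 4 residual and 1.84 prior degrees of freedom, and the number of arrays limits its precision. The interaction contrast is the change in double KD minus the sum of the changes in the single knockdowns. Gene lists written beforehand were tested with camera (preset correlation 0.01), adjusted over 21 pairs of list and knockdown, on the 17859 genes with a value on all 8 arrays and without the targeted Kat5, so that a set can hold fewer members than were tested one by one. A gene called in Tip60 KD counted as Hdac6-dependent where Hdac6 KD changed it in the same direction with an unadjusted p under 0.05, and dependence was compared between directions with Fisher's exact test, 2-sided. Python 3.11.15 with matplotlib 3.10.9 drew the figures.

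Each slide held 1 array of every group, so that replicate letter, slide and scan coincide. The position on the slide was the same for a group on both slides and cannot be told apart from the group. The letters paired the arrays: differences between replicates A and B correlated between every pair of groups (6 correlations across genes, 0.652 to 0.788). A fit with the replicate letter as a block was therefore computed as well, and its values are given where it moved a count by more than 1.5 times or changed a call. A separate fit with the slide as a block would have been the same fit.

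The steps were tested on simulated data with the spread of 17859 real genes, 200 of them changed by a known amount. The fit recovered 167 of the 200 for Tip60 KD, 169 for Hdac6 KD, 168 for double KD and 133 for the interaction, with 21, 12, 21 and 19 false calls. Every planted change was at least 2-fold. Errors were drawn independently, without the pairing of replicates seen in the real arrays. These rates therefore do not describe smaller changes, many changed genes or paired errors.

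The groups, tests, threshold, gene lists and the rule for naming genes were chosen before the data were examined. Named genes are the targeted genes, the 3 largest increases and decreases per knockdown against control KD (2 each way for double KD against Tip60 KD and for the interaction), members of a panel that the study measured by RT-qPCR, and at most 6 members per list with an adjusted p under 0.1 over the list alone. To be named for its size, a gene had to be called, separated between all arrays compared and well above background on every array of a compared group. After the data were seen, this ranking was further restricted to genes above the floor on all arrays compared, since values at the floor have no order. The alternatives chosen beforehand were normexp background correction (offset 50), quantile normalisation, other filters, other treatments of several probes per gene, spots with an outlier mark kept, another moderation, only the arrays compared, the replicate block, the series matrix, each array left out in turn, stricter thresholds, and other rules for correlation, dependence and list tests. A low floor (0.0098 of the percentile), missing values in place of a floor, the same background on every array (the median of its negative control spots), the series matrix restricted to the genes tested here, and removal of a trend on GC content (loess, span 0.5), with and without the block, were added after seeing the data.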

Results

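Expression profiles were collected from control KD, Tip60 KD, Hdac6 KD and double KD ESCs, with 2 arrays per group, to ask whether Hdac6 takes part in gene regulation by the Tip60-p400 complex, a chromatin remodelling and acetyltransferase assembly. The signal over background differed between arrays. Of 43020 spots, 31179 and 21896 were well above background on control KD arrays A and B, 40609 and 27056 on the Tip60 KD arrays, 39866 and 27645 on the Hdac6 KD arrays, and 39622 and 40276 on the double KD arrays. Across genes, the replicates of a group correlated with r between 0.986 and 0.989.

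The background that the software subtracted differed as well. Its median was 61 and 114.3 intensity units on control KD arrays A and B, 37.2 and 89 on the Tip60 KD arrays, 37.7 and 86.9 on the Hdac6 KD arrays, and 39.4 and 41.4 on the double KD arrays. The median raw signal of the 153 negative control spots, in contrast, lay between 33.6 and 37.2 on all 8 arrays. Their mean was less even. It was 72.3 on control KD array B, 53.9 on Tip60 KD array B and 54.9 on Hdac6 KD array B, where the subtracted background was largest. On the other arrays the mean lay between 33.9 and 44.3.

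**Figure D1:**
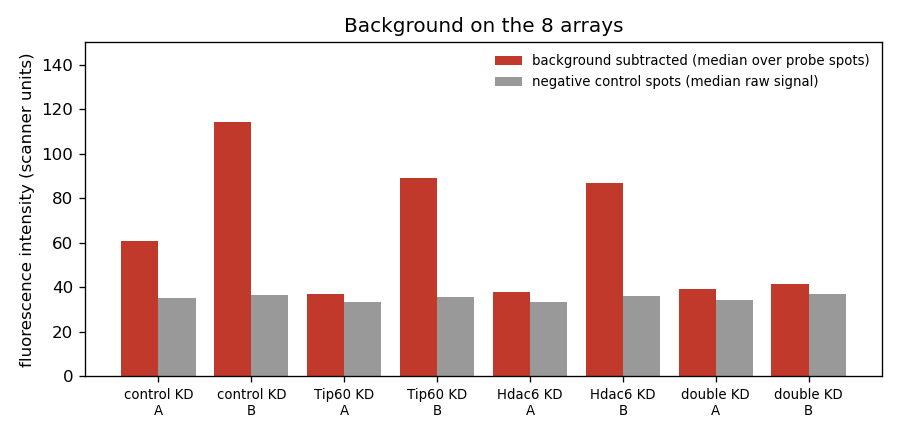
Median background subtracted from the probe spots (red) and median raw signal of the negative control spots (grey) on each of the 8 arrays, in fluorescence intensity units. The subtracted background ranges from 37.2 to 114.3, while the medians of the negative controls stay between 33.6 and 37.2.

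The targeted genes were examined first. The Kat5 probe (chromosome 19, 5603017 to 5603076) read 1.34 and 1.37 on the log2 scale in control KD, 0.00 and 0.01 in Tip60 KD, 1.52 and 1.53 in Hdac6 KD, and -0.11 and 0.20 in double KD (replicates A and B). Kat5 changed by -1.35 (SE 0.11, limma adjusted p 0.00110) in Tip60 KD, leaving 39.2% of control signal, and by -1.31 (adjusted p 0.00197) in double KD, leaving 40.4%. It did not change detectably in Hdac6 KD (0.17, adjusted p 0.366). The Hdac6 probe (chromosome X, 7507261 to 7507320) read 2.21 and 2.18 in control KD, 1.74 and 1.77 in Tip60 KD, -0.28 and -0.32 in Hdac6 KD, and 0.30 and 0.34 in double KD. Hdac6 changed by -2.49 (SE 0.07, adjusted p 0.000308) in Hdac6 KD, leaving 17.8%, and by -1.87 (adjusted p 0.000732) in double KD, leaving 27.3%. The residual Hdac6 signal was higher in double KD than in Hdac6 KD by 0.62 (adjusted p 0.0146). Hdac6 was also lower in Tip60 KD than in control KD (-0.44, adjusted p 0.00619). A second probe of each gene gave changes of -1.53 for Kat5 in Tip60 KD and -2.41 for Hdac6 in Hdac6 KD. The alternatives that moved a knockdown most were leaving out double KD array A or B, with Kat5 at -1.16 and -1.46 in double KD (adjusted p 0.0139 and 0.0108, and 0.000339 to 0.0395 over all alternatives).

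**Figure D2:**
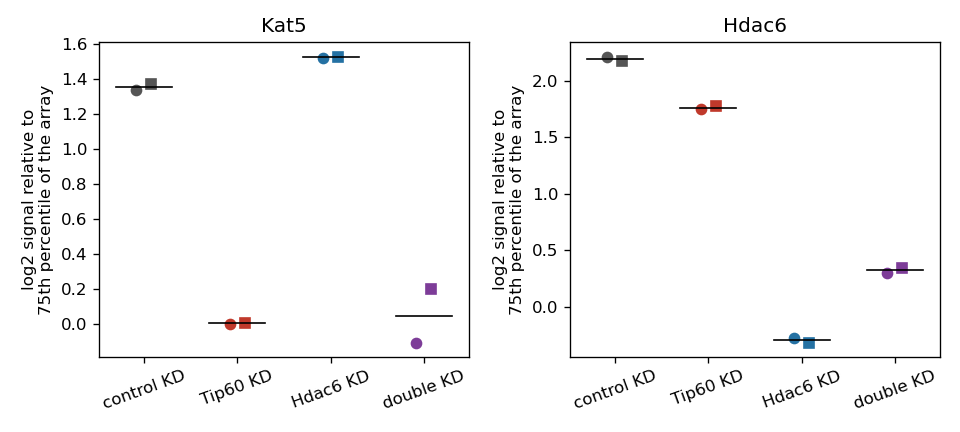
Log2 signal of the Kat5 and Hdac6 probes relative to the 75th percentile of each array, with replicate A as circles, replicate B as squares and group means as lines. Kat5 lies near 0 in Tip60 KD against 1.34 and 1.37 in control KD, and Hdac6 lies below 0 only in Hdac6 KD.

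Upon Tip60 KD, 7176 of 18024 genes were called against control KD, 3550 higher and 3626 lower, and 900 of them changed at least 2-fold. With the replicate block 10972 genes were called, including all 7176. The alternative that lowered the count most, apart from the 2-fold minimum, was normexp background correction (4244 genes). The balance of directions depended on the floor. With a low floor or with missing values in place of a floor, 3738 of 6406 and 3957 of 6735 calls were higher. With the same background on every array 3119 of 6410 were higher. The largest increases were in Myc (3.15, SE 0.14, adjusted p 0.000506, chromosome 15, probe at 61821417 to 61821476), Calcoco2 (2.86, adjusted p 0.000482) and Tppp3 (2.50, adjusted p 0.000410). Rgcc changed by -3.27 (SE 0.10, adjusted p 0.000242, chromosome 14, probe at 79688717 to 79688776), Txnip by -2.87 (adjusted p 0.000612) and Gstm3 by -2.56 (adjusted p 0.000750).

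Upon Hdac6 KD, 5224 genes were called, 2526 higher and 2698 lower, with 444 changed at least 2-fold and 9553 called with the replicate block. The count depended on single arrays: it was 3265 without control KD array A, 3177 without control KD array B, 3145 without Hdac6 KD array A and 2664 without Hdac6 KD array B. Calls that were higher numbered 1888 of 3350 with a low floor and 2146 of 3766 with missing values in place of a floor. With the same background on every array they numbered 2162 of 4419. Hmga2 rose by 2.72 (SE 0.08, adjusted p 0.000308, chromosome 10, probe at 119798739 to 119798798), Lefty2 by 2.46 (adjusted p 0.00151) and Enox1 by 2.34 (adjusted p 0.00259). The largest decreases were in Rgcc (-3.53, adjusted p 0.000308), Txnip (-2.50, adjusted p 0.00155) and Hdac6 itself.

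In double KD, 5926 genes were called, 2879 higher and 3047 lower, with 529 changed at least 2-fold and 10000 called with the replicate block. Without control KD array A the count was 3737. With a low floor or with missing values in place of a floor, 3171 of 5105 and 3308 of 5366 calls were higher. Among the genes that met the rule for naming by size, Myc (3.08, adjusted p 0.000791), Foxd3 (2.31, adjusted p 0.000934) and Spink1 (2.25, adjusted p 0.000840) rose most. Rgcc (-3.14, adjusted p 0.000641), Gstm3 (-2.32, adjusted p 0.00152) and Txnip (-2.17, adjusted p 0.00151) were lowered most. Lefty2 rose by 2.50 but was not among the genes ranked here, because it lacked a value on a double KD array. Its change in double KD rests on the other double KD array alone. Its SE was for that reason larger in double KD (0.12) than in Tip60 KD and Hdac6 KD (0.098).

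**Figure D3:**
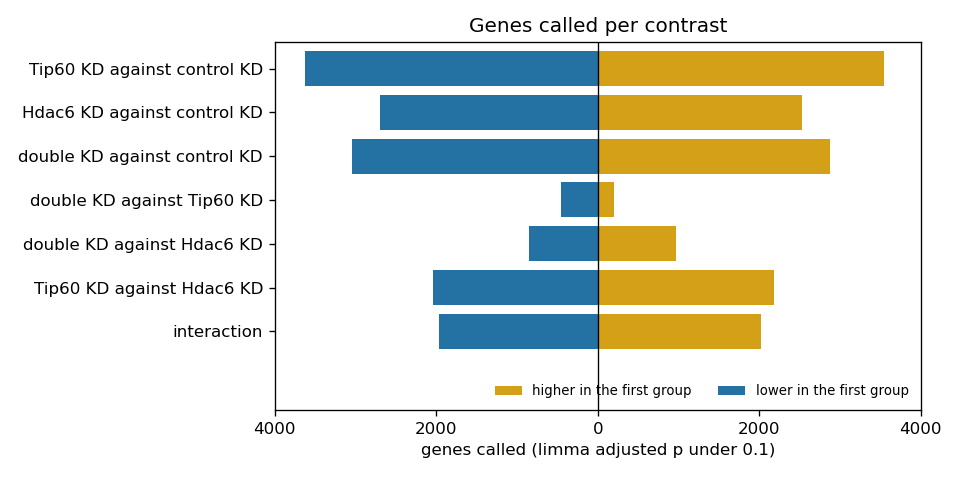
Genes called per contrast at a limma adjusted p under 0.1, with genes higher in the first-named group to the right and lower to the left (for the interaction, positive and negative terms). Double KD against Tip60 KD has the fewest calls, 206 higher and 461 lower.

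The changes in the single knockdowns were compared next, to ask whether both proteins affect the same genes. Across 18024 genes, which are not independent replicates, changes in Tip60 KD and Hdac6 KD correlated with Pearson's r 0.688 and Spearman's rho 0.690. Because both share the control arrays, unchanged groups simulated against them already gave r 0.501 (0.469 to 0.541 in 100 simulations). Within slides r was 0.686 and 0.677, and when each knockdown was set against the control of its own slide, with no array in common, r was 0.540 and 0.566, where chance gives about 0. The corresponding r was 0.875 for Tip60 KD and double KD (0.712 and 0.701 with no array in common) and 0.762 for Hdac6 KD and double KD (0.612 and 0.570). The direction was the same for 76.9% of genes in Tip60 KD and Hdac6 KD, against 66.7% in the simulation.

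**Figure D4:**
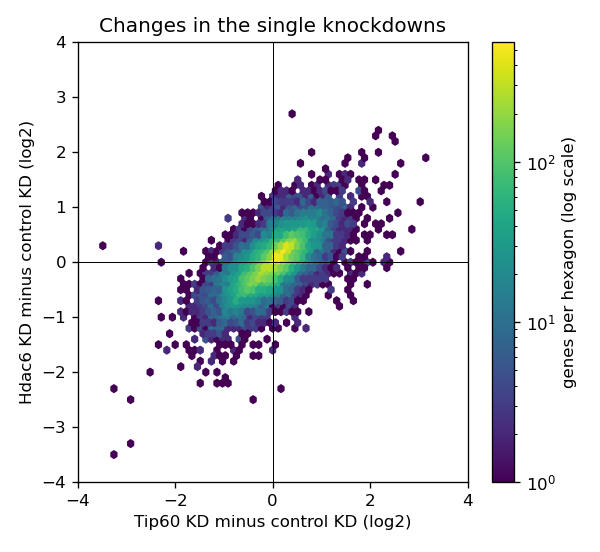
Log2 change in Hdac6 KD (vertical) against log2 change in Tip60 KD (horizontal), both relative to control KD, for 18024 genes, with colour giving the number of genes per hexagon on a log scale. The changes correlate with r 0.688, against 0.501 for simulated unchanged groups that share the control arrays.

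Of the genes called in either single knockdown, 3843 were called in both, 3647 of them in the same direction and 196 in opposite directions. Another 3333 were called only in Tip60 KD and 1381 only in Hdac6 KD, which by itself does not show a difference between them. A direct test of Tip60 KD against Hdac6 KD called 4230 genes (2189 higher and 2041 lower), and 7491 with the replicate block. The count was 2593 and 2305 without Tip60 KD arrays A and B, and 1954 and 2046 without Hdac6 KD arrays A and B. Among genes called in both knockdowns in the same direction, 1017 also differed between them, and 765 of these changed more in Tip60 KD and 252 more in Hdac6 KD. Across genes called in Tip60 KD, the slope of the Hdac6 KD change on the Tip60 KD change was 0.547.

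If Hdac6 acts through Tip60-p400, removing it should add little once Tip60 is depleted. Double KD differed from Tip60 KD at 667 genes, 206 higher and 461 lower, and 13 of them changed at least 2-fold. That count rested on all 8 arrays. Leaving out Tip60 KD array B gave 13 genes, and leaving out any other single array gave 0 in limma, with 2267 to 2861 genes at an unadjusted p under 0.05. With the replicate block 4743 genes were called. Probes of high GC content were lower in double KD than in Tip60 KD (Spearman's rho -0.243 across genes). Removing a trend on GC content left 3 genes without the block, and 4218 genes with it, 3777 of which were called with the block before removal too. The excess of lower calls depended on the processing. With the block 2388 genes were higher and 2355 lower, with the block and the GC trend removed 2003 and 2215, and 12 of the 13 genes called without Tip60 KD array B were higher. With the same background on every array 29 of 153 calls were higher, and in the series matrix restricted to these genes 18 of 111. Hmga2 (0.97, adjusted p 0.0362) and Ppp1r10 (0.90, adjusted p 0.0501) were higher in double KD than in Tip60 KD, and besides Hdac6 itself (-1.44, adjusted p 0.0190), Orc4 was lower (-1.05, adjusted p 0.0362). Hmga2, Ppp1r10 and Orc4 lost their call whichever of the 8 arrays was left out, and Hdac6 did so with any array but Tip60 KD array B left out. All 4 also lost it with normexp, the series matrix, a low floor, missing values in place of a floor, and only the arrays compared in the fit. Double KD differed from Hdac6 KD at 1825 genes, 969 higher and 856 lower. The count was 185 and 155 without Hdac6 KD arrays A and B, 362 and 310 without double KD arrays A and B, and 1198 and 1197 without control KD arrays A and B. With the block it was 5309. The higher share was larger with normexp (71 of 92), in the series matrix (73 of 102), with a low floor (165 of 220) and with missing values in place of a floor (156 of 212). It was also larger among genes changed at least 2-fold (126 of 144) and whichever array was left out. It was smaller with the block (2716 of 5309) and with the block and the GC trend removed (2535 of 5378).

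Additivity was tested with the interaction term. It was called for 3985 genes, 2018 positive and 1967 negative, and for 8498 with the replicate block. The count was 2571 and 2455 without control KD arrays A and B, 2578 without Tip60 KD array B, 2370 and 2021 without Hdac6 KD arrays A and B, and 2555 without double KD array A. Of the 3985, 3968 (99.6%) had a term opposite in sign to the summed changes of the single knockdowns. The control arrays enter both with opposite signs, so this share says little: at an unadjusted p under 0.05 it was 99.1%, against 99.0% in 20 simulations of unchanged groups. Over all genes it was 87.1%, against 80.3%. Of the genes called, 2808 were called in both single knockdowns in the same direction. Rgcc (3.65, SE 0.14, adjusted p 0.00288) and Txnip (3.20, adjusted p 0.00740) had the largest positive terms and Dusp27 (-2.95, adjusted p 0.00288) and Enox1 (-2.40, adjusted p 0.010) the largest negative ones. Rgcc, for example, averaged 1.42 in control KD, -1.84 in Tip60 KD, -2.10 in Hdac6 KD and -1.71 in double KD (SD up to 0.16, n = 2 each).

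Dependence on Hdac6 was then compared between genes higher and lower in Tip60 KD. Of 3550 higher genes 1950 (54.9%) were Hdac6-dependent, and of 3626 lower genes 2177 (60.0%), an odds ratio of 0.811 (95% interval 0.738 to 0.892, Fisher's exact p 1.24e-05 across genes). If Hdac6 KD is simulated as unchanged, the shared control arrays alone make 4.44% of higher and 3.43% of lower genes dependent (odds ratios of 1.06 to 1.67 in 20 simulations). The direction of this difference was not stable. The odds ratio was 1.18 (p 0.00105) without Hdac6 KD array B, 0.935 (p 0.240) without control KD array A and 0.942 (p 0.274) without Tip60 KD array A. It moved most with missing values in place of the floor, to 1.29 (p 8.77e-07), and was 1.14 (p 0.0119) with a low floor and 0.979 (p 0.660) with quantile normalisation.

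Lists of genes named for their functions were tested as sets. Of 21 pairs of list and knockdown, camera called 9. All 9 held under fry, which called 13, and none under camera with an estimated correlation (0 of 21, and 0 at an unadjusted p under 0.05). With the replicate block 6 were called. The list of 22 p53 targets was lower in all 3 knockdowns, with medians of -0.61 in Tip60 KD (camera adjusted p 7.28e-06), -0.35 in Hdac6 KD (adjusted p 0.000738) and -0.38 in double KD (adjusted p 4.11e-05). Of the members, 2 were higher in Tip60 KD and 4 in each of the other knockdowns. In Tip60 KD 16 were called over all genes and 18 adjusted over the list alone, 16 of the 18 lower and 2 higher. The corresponding counts were 12 and 14 in Hdac6 KD (13 of the 14 lower and 1 higher), and 12 and 12 in double KD (12 lower). Tnfrsf10b (-1.89, adjusted p 0.000553), Ccng1 (-1.79, adjusted p 0.000612) and Plk2 (-1.50, adjusted p 0.000946) changed most in Tip60 KD. Cell cycle genes (33 tested) were lower in Tip60 KD (median -0.20, adjusted p 0.0251) and double KD (-0.23, adjusted p 0.0251), though not called in either when control KD array A was left out. The call in double KD was also lost without double KD array B, with quantile normalisation and with the full and the restricted series matrix. In Tip60 KD 18 of them were called over all genes and 21 adjusted over the list alone, 16 of the 21 lower and 5 higher. The counts were 6 and 5 in Hdac6 KD, and 18 and 19 in double KD. Pluripotency genes were higher in Tip60 KD (median 0.28, adjusted p 0.0251), where 15 of 24 members were called over all genes and 18 adjusted over the list alone, 14 of the 18 higher and 4 lower. They were also higher in double KD (0.26, adjusted p 0.0468, and 0.102 with the block), but not when control KD array B or double KD array A was left out, with a low floor or with missing values in place of a floor. There 13 members were called over all genes and 13 adjusted over the list alone, and 10 and 11 in Hdac6 KD, where the list was not called (0.11, adjusted p 0.134) but gained the call under 10 of 27 alternatives. Differentiation genes (22 of 40 tested) were higher in Tip60 KD (0.32, adjusted p 0.0955) and double KD (0.18, adjusted p 0.0778). With the block these were not called (0.185 and 0.129), nor without control KD array B or double KD array A. The call in Tip60 KD was also lost without either Tip60 KD array and without double KD array B. Of 27 alternatives, 15 lost the call in Tip60 KD and 11 in double KD, quantile normalisation, no filter on dim probes and the series matrix among them for both. In Tip60 KD 10 of the 22 were called over all genes and 10 adjusted over the list alone, 7 higher and 3 lower. Both counts were 7 in Hdac6 KD and 8 in double KD. In Hdac6 KD 18 of the 22 were higher, and camera did not call the list (median 0.18, camera adjusted p 0.270). It gained the call there under 2 of 27 alternatives, fry among them (fry adjusted p 0.0400). Lists of interferon response genes (8 of 22 tested), Tip60-p400 subunits and housekeeping genes were not called in any knockdown by camera, with medians in Tip60 KD of 0.13, 0.13 and -0.12 (adjusted p 0.516, 0.485 and 0.479), although fry called the interferon list in all 3, and camera called the subunits in double KD with the series matrix (adjusted p 0.0485, and up to 0.971 under the other alternatives). Adjusted over the list alone, 5 interferon genes, 9 of 18 subunits and 3 of 11 housekeeping genes were called in Tip60 KD, and 5, 9 and 3 over all genes. In Hdac6 KD the counts were 4, 3 and 6 over the lists alone and 3, 4 and 6 over all genes, and in double KD 6, 14 and 5 over the lists alone and 5, 10 and 3 over all genes. Members called over the list alone went both ways in each of these lists and knockdowns. In Hdac6 KD the mean of the housekeeping genes was 0.01 while their median was -0.10 and the test pointed down.

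A panel of genes had also been measured by RT-qPCR in the study. Of its 12 members, 9 were matched to the arrays and tested. All 9 were called in Tip60 KD, 5 in Hdac6 KD and 9 in double KD, both over all genes and adjusted over the list alone. The study chose this panel on these samples, so the calls are not independent evidence. Atp5g1 rose by 1.80, 1.81 and 1.91 in Tip60 KD, Hdac6 KD and double KD, and Lefty2 by 2.17, 2.46 and 2.50. The Lefty2 value in double KD rests on a single array, as given above. Lamp2 changed by -1.53, -1.88 and -1.64, and Gstm3 by -2.56, -1.97 and -2.32. With the mean of the probes of a gene, the changes of Atp5g1, Lamp2 and Gstm3 were smallest and still called, at 0.58, 1.01 and 0.61 for Atp5g1, -0.94, -1.25 and -1.07 for Lamp2, and -1.66, -1.28 and -1.61 for Gstm3. Nefl rose by 2.16 in Tip60 KD and by 0.73 in Hdac6 KD, where its call was lost with the series matrix (adjusted p 0.137, and from 0.00398 upward under the other alternatives). Jam2 rose by 1.04 in Tip60 KD, and Gpsm2 changed by -1.08, with no call for either in Hdac6 KD (0.17 and -0.01), although Jam2 was called there with the replicate block (adjusted p 0.0873, and up to 0.792 under the other alternatives). Sfrp5 rose by 1.98 in Tip60 KD and 1.32 in double KD with both control KD arrays at the floor, and by 1.55 and 0.96 with normexp, the smallest of its alternatives. Mal2 lay at the floor in Tip60 KD and double KD, and its call (adjusted p 0.0846 and 0.0980) was lost under 11 and 13 alternatives.

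The change of a gene depended on its brightness and on the background used. In the dimmest of 5 equal groups of genes the median change was 0.12 in Tip60 KD, 0.07 in Hdac6 KD and 0.15 in double KD, and in the brightest group -0.10, -0.09 and -0.13. The second dimmest group had the highest medians, at 0.20, 0.15 and 0.17. With a low floor the dimmest group had medians of 0.51, 0.44 and 1.05, and the median over all genes was shifted by 0.24, 0.17 and 0.27.

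**Figure D5:**
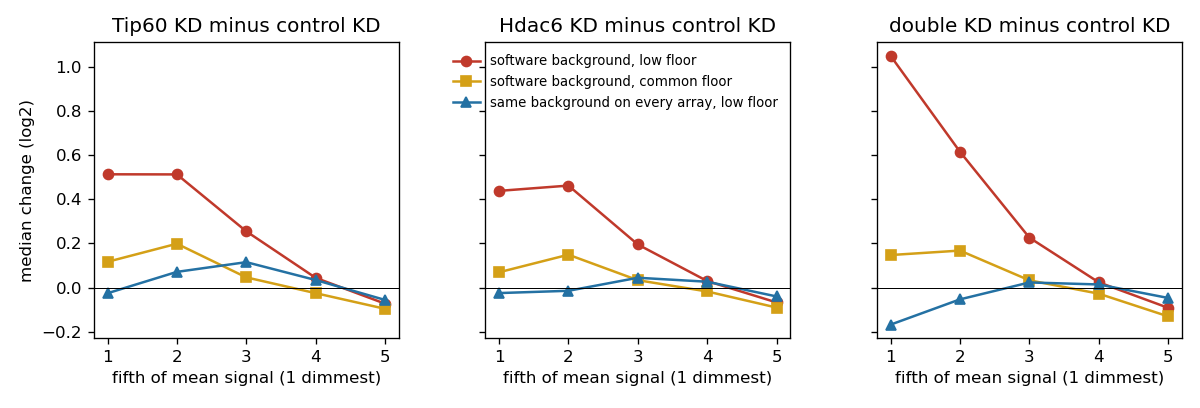
Median log2 change against control KD in 5 equal groups of genes ordered by mean signal, for each knockdown, with the background subtracted by the software and a low floor (circles), the same with the common floor (squares), and the same background on every array with a low floor (triangles). The dimmest group reaches 0.51, 0.44 and 1.05 with the software's background and a low floor.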

Values the study reported

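The study reported a correlation of R = 0.63 between the expression profiles of Tip60 KD and Hdac6 KD cells. Among genes misregulated in Tip60 KD, it described 200 that went up without a change in Hdac6 KD, 867 that went up in both, 277 that went down in Tip60 KD alone and 424 that went down in both.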

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

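In this part the tests with the same background on every array, the choice of genes in the ratio test and the comparison of Hdac6 KD changes with double KD against Tip60 KD were chosen only after the result was seen. The interaction term, which tests whether the change upon Hdac6 KD is different with and without Tip60, was called for 3985 genes, or 8498 with the replicate block, and was picked out for that reason. Because the term contains the control arrays, these counts alone do not show that the effect of Hdac6 KD itself differed. The terms went against the summed changes of the single knockdowns, a pattern that within the same arrays also arises without any effect.

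Several technical explanations were tested. Measurement error of the control arrays enters the interaction and the single changes with opposite signs and could give this pattern within a slide, but the interaction on one slide still correlated with the summed single changes on the other, where no array is shared (r -0.718 and -0.724 across genes). The background subtracted by the software differed between arrays. With the same background on every array, the correlations across slides were -0.674 and -0.685, so unequal subtraction is not the whole cause. Hdac6 was depleted less in double KD than in Hdac6 KD, so additive effects with a weaker Hdac6 knockdown were also tested. With Tip60 depleted as much as in Tip60 KD, they would make the change in double KD larger than in Tip60 KD at genes that both knockdowns move the same way. Among genes chosen on one slide by a change over 0.5 in both, the median ratio of the double KD change to the Tip60 KD change on the other slide was 0.870 and 0.836. The ratio was taken where the Tip60 KD change kept its direction. The genes were chosen by changes against control KD. A difference of the control arrays would add genes that Hdac6 KD itself does not move, where additive effects predict equal changes in double KD and Tip60 KD. The ratio therefore argues against additive effects only if the control arrays did not differ. Kat5 was left at 40.4% in double KD and 39.2% in Tip60 KD. Probe GC content was not tested as a cause of this pattern. The interaction correlated with it (Spearman's rho -0.217 across genes), as did the change in Tip60 KD (0.207). Removing the GC trend left 2805 interaction calls without the block, and the count with the block is given below.

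What also stays open is a difference of the control arrays from all the others, in the culture or in the array position, which was the same on both slides. It would add to every change against control KD and would appear as a negative interaction with the single changes. The Hdac6 KD changes did not recur in double KD against Tip60 KD, a comparison without control arrays (r -0.042 and -0.086 across slides). A value near 0 follows from such a difference and also if loss of Tip60 removes the process that Hdac6 acts in, so these cannot be told apart. That Hdac6 works within the Tip60-p400 complex may therefore explain the pattern, as one hypothesis that these arrays leave open. Tip60 KD changes did recur in double KD against Hdac6 KD, at r 0.249 and 0.288.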

How the results depend on the processing

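The low floor, missing values in place of a floor, the same background on every array, the series matrix restricted to the genes tested here and the removal of a GC trend, with and without the block, were chosen after seeing the data. Both targeted genes kept their direction and their call under all 25 alternatives that gave them a value. Kat5 ranged from -1.49 to -1.32 in Tip60 KD and -1.46 to -1.16 in double KD, and Hdac6 from -2.53 to -2.38 in Hdac6 KD and -1.93 to -1.8 in double KD. Causes were not tested unless a value below shows one.

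With normexp background correction the counts of genes called against control KD were 4244 in Tip60 KD, 1936 in Hdac6 KD and 2440 in double KD. Tip60 KD against Hdac6 KD gave 1412, double KD against Hdac6 KD 92 and the interaction 371, and double KD against Tip60 KD gave 0 in limma (1802 at an unadjusted p under 0.05). The series matrix gave 4616, 2121, 2551, 1601, 102, 820 and 0 (2196 at an unadjusted p under 0.05), in the same order. Restricted to the genes tested here, it gave 1073 for double KD against Hdac6 KD and 111 for double KD against Tip60 KD, and the other counts were within 1.5 times, so part of that loss came from the larger number of dim genes tested.

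The replicate block raised every count: 10972, 9553 and 10000 against control KD, 7491 for Tip60 KD against Hdac6 KD, 5309 and 4743 for double KD against Hdac6 KD and Tip60 KD, and 8498 for the interaction. It removed 3 list calls and added the call of Jam2 in Hdac6 KD, as given above, and it changed no other call of a list or of a gene named in the text. With the GC trend removed and the block, the counts were 9298 in Hdac6 KD, 9723 in double KD, 7297 for Tip60 KD against Hdac6 KD, 5378 and 4218 for double KD against Hdac6 KD and Tip60 KD, and 8096 for the interaction. Without the block, removal of the GC trend left 3 genes for double KD against Tip60 KD, with 2317 at an unadjusted p under 0.05 against 3098 before.

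The low floor gave 3350 genes in Hdac6 KD, 1873 for Tip60 KD against Hdac6 KD, 220 for double KD against Hdac6 KD, 1162 for the interaction and 0 for double KD against Tip60 KD (2257 at an unadjusted p under 0.05). Missing values gave 2033, 212 and 1531 for Tip60 KD against Hdac6 KD, double KD against Hdac6 KD and the interaction, and 0 for double KD against Tip60 KD (2313 at an unadjusted p under 0.05). The same background on every array gave 153 for double KD against Tip60 KD. That contrast also moved to 1074 with probes well above background on all 8 arrays and to 1033 with every probe tested. With only the arrays compared in the fit, which leaves fewer degrees of freedom, Tip60 KD against Hdac6 KD gave 2404, and limma called 0 for double KD against Tip60 KD and against Hdac6 KD (2185 and 3124 at an unadjusted p under 0.05). An adjusted p under 0.05 gave 947, 68 and 2517 for double KD against Hdac6 KD, against Tip60 KD and the interaction. At least 2-fold changes numbered 900, 444 and 529 against control KD, 337 for Tip60 KD against Hdac6 KD, 144 and 13 for double KD against Hdac6 KD and Tip60 KD, and 730 for the interaction.

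With each array left out, a lone array of a group is assumed to vary like the other groups. The counts ranged from 2664 to 4885 in Hdac6 KD, 3737 to 5527 in double KD, 1954 to 3755 for Tip60 KD against Hdac6 KD, 155 to 1285 for double KD against Hdac6 KD, 0 to 13 for double KD against Tip60 KD (the 13 without Tip60 KD array B, and 2267 to 2861 genes at an unadjusted p under 0.05 where 0 were called), and 2021 to 2752 for the interaction. Correlations ranged from 0.606 to 0.739 for Tip60 KD and Hdac6 KD, 0.768 to 0.896 for Tip60 KD and double KD, and 0.682 to 0.803 for Hdac6 KD and double KD.

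All correlations stayed positive. That of Tip60 KD and Hdac6 KD was 0.669 with quantile normalisation and with the series matrix, 0.700 with no filter, 0.703 with probes above background on all 8 arrays, 0.679 with outlier spots kept, 0.713 with the low floor, 0.786 with missing values, 0.677 with the same background, 0.643 with the restricted series matrix, 0.540 and 0.566 with no shared array, and 0.762 over genes called in Tip60 KD. That of Tip60 KD and double KD was 0.824 with normexp, 0.808 and 0.829 with the full and restricted series matrix, 0.818 with the low floor, 0.845 as Spearman's rho, 0.712 and 0.701 with no shared array, and 0.932 over genes called in Tip60 KD. That of Hdac6 KD and double KD was 0.743 with normexp, 0.745 with quantile normalisation, 0.772 with no filter, 0.777 with probes above background on all 8 arrays, 0.764 with every probe, 0.729 and 0.727 with the full and restricted series matrix, 0.728 with the low floor, 0.795 with missing values, 0.752 with the same background, 0.758 with the GC trend removed (0.758 with the block too), 0.749 as Spearman's rho, 0.612 and 0.570 with no shared array, and 0.817 over genes called in Tip60 KD.

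The odds ratio of Hdac6 dependence kept its direction but lost its call with normexp (0.912, p 0.143), quantile normalisation (0.979, p 0.660), the series matrix (0.914, p 0.136), the restricted series matrix (0.968, p 0.541), a change of at least 0.5 in Hdac6 KD as the rule (0.951, p 0.331), and separate control arrays (0.899, p 0.0709, while the reverse assignment gave 0.882, p 0.0384). It reversed with the low floor (1.14, p 0.0119), with missing values (1.29, p 8.77e-07) and without Hdac6 KD array B (1.18, p 0.00105), and ranged from 0.651 to 1.18 with each array left out. The p-values over all its alternatives ran from 3.19e-18 to 0.660. The planned rule by hierarchical clustering gave no value, because none of the 4 clusters reached a mean Hdac6 KD change of 0.3.

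Camera with an estimated correlation called 0 of 21 list pairs (0 at an unadjusted p under 0.05), against 13 for fry. Over all alternatives the adjusted p ran from 0.00785 to 0.683 for differentiation genes in Tip60 KD, 0.0127 to 0.683 in double KD, and 1.32e-05 to 0.733 for pluripotency genes in double KD. For pluripotency genes in Hdac6 KD it ran from 0.00192 to 0.740, and for cell cycle genes from 0.000370 to 0.733 in Tip60 KD and 0.000110 to 0.733 in double KD. With each array left out, 6 to 10 pairs were called. Of 567 results for single lists under alternatives, 507 kept direction and side of the threshold, 44 lost the call and 16 gained it. Of 4171 for named genes, 3847 did, 295 lost the call, 28 gained it and 1 reversed: Epc1 in double KD changed by -0.17 (adjusted p 0.801) with the mean of its probes, against adjusted p-values from 0.000932 upward under its other alternatives. Signal over background limits what dim genes show, since 8.82% of values lay at the floor.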

Other observations

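In this part the tests chosen only after the result was seen are those with the same background on every array or a low floor, the GC test and the tests against a difference of the control arrays, while the correlation with no shared array was chosen beforehand and read as a test of shared control arrays only once its value was known. Genes of low signal appeared higher in every knockdown. With the background subtracted by the software and a low floor, the dimmest of 5 equal groups of genes rose by medians of 0.51, 0.44 and 1.05, and with the same background on every array the highest of these 3 medians was -0.025. The unequal subtraction, on each slide largest on its control KD array, is therefore a likely source of much of this rise in the dimmest group. The second dimmest group had medians of 0.51, 0.46 and 0.61 with the software's background, and 0.07, -0.01 and -0.05 with the same background. For the third group they were 0.25, 0.20 and 0.23, and 0.12, 0.04 and 0.02, so that a smaller rise remained there.

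That background also bears on Hdac6 dependence. An odds ratio above 1, meaning that genes higher in Tip60 KD depend more often on Hdac6, appeared with the low floor (1.14), but with the same background and the same floor it was 0.849. With the common floor and the same background it was 0.821, so the opposite direction is not explained by the subtraction. Since leaving out Hdac6 KD array B gave 1.18, these arrays may not settle the direction. The study described more dependence among genes that rose, the direction found here only with the settings above 1.

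The correlation of Tip60 KD and Hdac6 KD changes was not only that of shared control arrays: with no array in common it was at least 0.540, and at least 0.489 with the same background on every array. A difference of the control arrays from all others remains possible, because the Hdac6 KD changes did not recur between double KD and Tip60 KD (r -0.086). Shared targets of both proteins could explain it as well.

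The calls between double KD and Tip60 KD may look like an effect of probe GC content, since 3 were left after removing that trend. In the fit with the replicate block, however, 4218 genes were called after removal against 4743 before, so the trend is not their whole cause. Unequal background may account for part of them, since 153 of 18802 genes were called without the block when every array had the same background. How far it reaches stays open, because that background was not combined with the block.

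The p53 target list was lower in all 3 knockdowns. Lists of the same size matched on signal and GC content had medians as low in at most 0.07% of 10000 draws. On both slides and in all 3 knockdowns the list lay below the other genes, by -0.34 or more, so an error of one control array does not account for it. Without control arrays, the list was lower in Tip60 KD than in Hdac6 KD (median -0.32, camera adjusted p 0.00227, fry adjusted p 0.0682), which argues against a difference of the control arrays as the cause of that part. The other comparisons without control arrays were weaker. In double KD against Hdac6 KD, where Tip60 is also depleted, the median was -0.11 (camera adjusted p 0.0564, fry adjusted p 0.154), and in double KD against Tip60 KD the list was higher (median 0.12, camera adjusted p 0.0252, fry adjusted p 0.154). The decrease common to all knockdowns, -0.35 in Hdac6 KD, cannot be told apart from higher p53 activity in the control KD cells, because each value is measured against the same arrays. Lower p53 activity upon Tip60 depletion may be one hypothesis, which the comparison of double KD with Hdac6 KD bears out only by camera.

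Genes higher in Tip60 KD and not Hdac6-dependent numbered 1600 here. That is higher than the value quoted from the study above. Genes higher and Hdac6-dependent numbered 1950 here. That is higher than the value quoted from the study above. Genes lower and not Hdac6-dependent numbered 1449 here. That is higher than the value quoted from the study above. Genes lower and Hdac6-dependent numbered 2177 here. That is higher than the value quoted from the study above. The study's groups came from clustering and these from a rule on p-values, so the counts are of differently defined groups. Together the groups here divide all 7176 genes called in Tip60 KD. The study clustered genes at the same threshold, an adjusted p under 0.1, and each of its groups was smaller. Fewer genes were therefore divided there, which the rule for dependence does not account for.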
